A study of Drosophila melanogaster with 8 samples. Its data were reported in "Modulation of miR-210 alters phasing of circadian locomotor activity and impairs projections of PDF clock neurons in Drosophila melanogaster" (2018).

How the data were processed

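Gene expression was measured in 8 samples of dissected Drosophila melanogaster brains, each pooled from about 25 flies and collected at ZT0, the time at which the lights go on in a light-dark cycle. A group of 4 samples came from control flies carrying the tim-GAL4 driver alone and the other 4 came from flies carrying the same driver together with a UAS-miR-210 transgene, so that the microRNA miR-210 was over-expressed in the cells that express timeless. Each sample was labelled with Cy3 and hybridized to 1 one-colour Agilent array with 61657 spots that were not controls, which belong to 32162 probes.

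The authors deposited 1 scanner output per array, made with Agilent Feature Extraction, in which the values are spot intensity on a linear scale. Per the file headers, the processed intensity had been corrected for background and for trends across the array, and a substitute value replaced signals that were not above background. The authors also deposited a table of intensity values for the same arrays. By the methods of the study these had been quantile-normalized, averaged over spots of a probe and emptied where a spot was not significantly above its local background, and probes empty on more than 50% of the arrays had been removed.

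Here the processed intensity of the non-control spots was used. Spots that the scanner software marked as non-uniform or population outliers were set to missing, which removed 5128 spot values. The log2 values were quantile-normalized between arrays and the spots of a probe were averaged. Probes were kept where the signal was positive and significantly above local background on at least 4 of the 8 arrays, which left 24321 probes. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) and p-values were adjusted by the Benjamini-Hochberg method over all probes tested, with a threshold of 0.05. The study used the two-class SAM test. It was written out here with all 70 regroupings of the arrays and a false discovery rate of 7%, and was run as an alternative. On simulated arrays drawn from the means and spreads of the real probes, with 200 of 24300 probes changed, limma recovered 41% of changes of 1 on the log2 scale and 81.5% of changes of 2, with 6 false calls in each case. It recovered none of the changes of 0.5 in that simulation. Fewer probes were changed there than passed in the data, so the adjusted threshold was stricter there. In the data some changes of this size passed, such as Tpi at -0.49 (limma, adjusted p of 0.0483). SAM recovered 47% of the changes of 1 at its looser rate of 7%, and its false calls are not given here.

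Probe names were matched to the RefSeq table of Release 6 of the fly genome, 17782 probes by accession and 3206 by name. A further 11174 probes were not matched and kept the name in the files. Probe coordinates are those of the array files, which use the dm3 build. Where a gene had several probes, the probe with the highest mean over all arrays stood for the gene, except that each of the genes with the strongest changes is given at its changed probe. Where a probe was well above background on no array of a group, or on only 1 of the 4, the change is given as a bound, for which the dimmer value on each array was raised to the lowest signal among probes well above background there. The strongest changes were ranked before this step. The bound for 1 of the 4 was added after the values were seen.

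Gene lists were tested with camera (correlation between genes preset at 0.01, two-sided), with fry and with camera using an estimated correlation. The lists of the core clock and of phototransduction, and the marker lists of fat body, muscle, blood cells, pigment cells, antimicrobial peptides and male dosage compensation, were fixed from knowledge of fly biology. The lists of putative targets, circadian genes, photoreception genes and genes followed up by the study were taken from the study and had been chosen on these samples. Of its circadian genes, only those that it lists as changed at ZT0 were used. The genes named in the report were white, the 5 genes with the strongest increase and the 5 with the strongest decrease among changed probes with a gene name, separated groups and a signal well above background on every array of at least 1 group, then 8 clock genes with any other changed member of that list, and the 5 genes that the study followed up. These rules for lists and named genes, the limma test, the camera tests of the core clock and phototransduction lists and the alternatives were chosen before the data were examined. The exact tests of list medians and the camera tests of the other lists were not among these.

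The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, other filters on dim probes, missing values for dim spots, an intensity trend with a robust prior, array weights, a replicate block, the authors' processed values and leaving out each array in turn. All arrays were on 1 slide and were scanned together. The controls occupied row 1 of the slide and the over-expressing samples row 2, so slide row and genotype cannot be told apart by the fit. A comparison of genes with and without a miR-210 site in the 3′ untranslated region was planned and not run, since transcript sequences were not used here. The level of miR-210 itself is not analysed here. The precision of each value is limited by the number of arrays.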

Results

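To ask which transcripts differ when miR-210 is over-expressed in timeless-expressing cells, brains of over-expressing flies were compared with control brains carrying the driver alone. There were 4 samples of each genotype, taken at ZT0. This comparison does not separate a response to miR-210 from a difference between the stocks. The 75th percentile of the processed signal of an array lay between 275.3 and 623.5 intensity units. The dimmest arrays were control replicate 2 and over-expressing replicate 3 (296.4 units). The share of spots well above background ranged from 54.3% to 61.5%, and no spot was saturated. The first principal component held 34.5% of the variance and separated the genotypes. Its ends were these 2 dim arrays, control replicate 2 at -66.28 and over-expressing replicate 3 at 74.04.

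Of the 24321 probes tested, 870 differed between over-expressing and control brains at an adjusted p under 0.05 (limma, Benjamini-Hochberg). Of these, 446 were higher and 424 were lower in over-expressing brains, and they covered 522 named genes. The median size of these changes was 1.11 on the log2 scale. In all 870 the values of the genotypes did not overlap. Over all tested probes the genotypes were separated in 13.8%, where chance gives 2.86%. Without any adjustment, 3968 probes had a p under 0.05. The alternative that moved the count most upward was the two-class SAM test at a 7% false discovery rate, with 2032 probes, of which 1128 were higher and 904 were lower. All 870 probes were among them. Leaving out over-expressing replicate 1 lowered the count to 458.

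**Figure D1:**
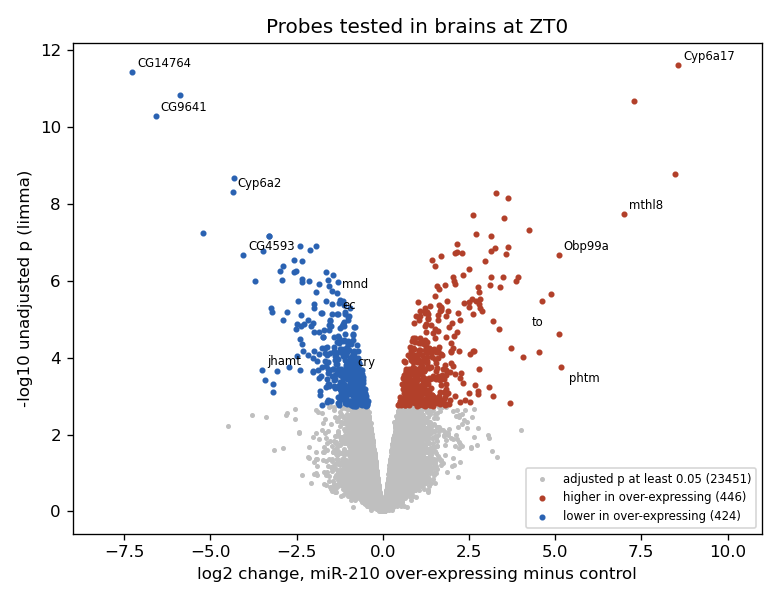
Each point is 1 of the 24321 probes, with the log2 change (over-expressing minus control, 4 arrays each) on the horizontal axis and -log10 of the unadjusted limma p on the vertical axis. Red and blue points are the 446 higher and 424 lower probes at an adjusted p under 0.05, grey points are the rest, and named genes are labelled at their probe.

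As a check of the genotypes, the white transcript was examined, because fly transgenes commonly carry a mini-white marker gene. Its brighter probe (chromosome X, 2685266 to 2685325, dm3) gave a log2 signal of 3.29 ± 0.55 (SD, n = 4) in control brains and 4.68 ± 0.38 (SD, n = 4) in over-expressing brains. The probe was well above background on no control array and on 3 of the 4 over-expressing arrays, so the increase was at least 1.67-fold. The limma adjusted p was 0.046 and the exact two-sided permutation p was 0.0286, which is the smallest that 4 samples against 4 can give. This call lay near the threshold and was lost in 14 of 16 alternatives, in which the transcript stayed higher. A second, dimmer probe of white was well above background on only 1 control array and on no over-expressing array. Its log2 change of -0.34 (adjusted p of 0.872, limma) lies between background values, so it neither backs nor opposes the increase.

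The strongest increases belonged to Cyp6a17, mthl8, phtm (phantom), Obp99a and to (takeout). Cyp6a17 (FBgn0015714, chromosome 2R, 10763005 to 10763063, dm3) rose from 1.74 ± 0.11 (SD, n = 4) to 10.30 ± 0.21 (SD, n = 4), an increase of at least 82.3-fold, with an adjusted p of 4.455e-08 (limma). It was not well above background in any control brain and well above it in every over-expressing brain. The same held for mthl8 (3L, 26120 to 26179), which was at least 25.0-fold higher, and for Obp99a (3R, 25497937 to 25497996), at least 22.7-fold higher. The probe of phtm (X, 18582165 to 18582224) rose by at least 4.01 on the log2 scale and that of to (3R, 21067031 to 21067090) by at least 4.58. Both were well above background on only 1 of the 4 control arrays, and their limma adjusted p was 0.0123 and 0.00343.

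The strongest decreases belonged to CG14764, CG9641, Cyp6a2, CG4593 and jhamt. CG14764 (FBgn0033236, chromosome 2R, 3829708 to 3829767, dm3) fell from 9.08 ± 0.10 (SD, n = 4) to 1.82 ± 0.16 (SD, n = 4) and was at least 37.5-fold lower in over-expressing brains, with an adjusted p of 4.455e-08 (limma). CG9641 (2L, 2974916 to 2974975) was at least 27.7-fold lower, but a second probe of this gene, well above background on all arrays, fell by only 0.26 on the log2 scale (adjusted p of 0.777, limma). Cyp6a2 (2R, 2667273 to 2667332) was at least 5.88-fold lower and CG4593 (X, 6908932 to 6908991) at least 5.20-fold lower. Only jhamt (2L, 16366809 to 16366868) among the 10 was well above background on every array. It decreased by 3.50 on the log2 scale, from 9.60 ± 1.22 to 6.10 ± 0.38 (SD, n = 4 each), with an adjusted p of 0.0137 (limma).

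To ask whether the over-expression altered the molecular clock, 17 core clock genes were examined. As a list they did not shift beyond chance, with a median log2 change of -0.067, 11 genes lower and 6 higher (camera, p = 0.159, adjusted p = 0.262 over the 12 lists tested; exact permutation test of the list medians of the arrays, two-sided, p = 0.543). The fry test gave p = 0.0445 and camera with an estimated correlation gave p = 0.365, both toward lower values. A single member, cry, passed the threshold over all probes, and 2 passed when adjusted over the list alone. The cry transcript (chromosome 3R, 15041078 to 15041137, dm3) fell from 10.74 ± 0.20 to 9.85 ± 0.17 (SD, n = 4 each), a decrease by 0.89 on the log2 scale with an adjusted p of 0.0139 (limma). Its second probe fell by 0.52 with an adjusted p of 0.0545. Pdf, encoding the neuropeptide of the PDF clock neurons (3R, 22281184 to 22281241), fell by 0.63 with an adjusted p of 0.0911, and cyc fell by 0.32 with an adjusted p of 0.163. In both genes the 4 over-expressing brains lay below the 4 control brains. For Pdf the call changed with the scaling, since the adjusted p was 0.0461 after scaling to the 75th percentile and ranged from 0.0116 to 0.4755 over the alternatives.

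The brightest probes of per, tim, Clk, vri and Pdp1 changed by less than the replicate error allowed to resolve, with log2 changes of -0.067, -0.039, -0.25, -0.22 and -0.12 and limma adjusted p-values from 0.502 to 0.915. For tim the probes differed. The brightest (chromosome 2L, 3493991 to 3494050, dm3) had a log2 signal of 8.95 in controls and did not change, whereas a dimmer one, at 5.23 in controls, fell by 0.74 with an adjusted p of 0.0821 (limma). The other 4 probes of Pdp1 were higher in over-expressing brains, by 0.25 to 0.53 on the log2 scale, and none of them passed the threshold. The direction of tim at its brightest probe changed with normexp correction, with array weights and without over-expressing replicate 3.

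**Figure D2:**
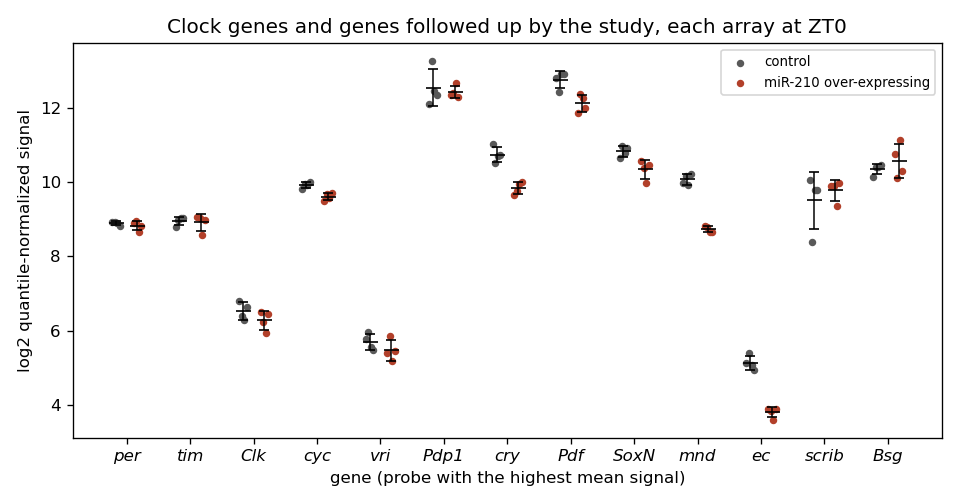
Log2 quantile-normalized signal (vertical axis) of the brightest probe of each of 13 genes, with 1 point per array and the mean ± SD of the 4 control (grey) and 4 over-expressing (red) arrays. The points do not overlap between genotypes for cyc, cry, Pdf, SoxN, mnd and ec, and of these cry, mnd and ec passed the adjusted threshold.

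The list of 23 phototransduction genes was tested because the study also asked about photoreception. Its median log2 change was -0.26, with 14 genes lower and 9 higher, and the shift was not beyond chance (camera, p = 0.175, adjusted p = 0.262; fry, p = 0.470; exact permutation test of the array medians, p = 0.429). No member passed the threshold, either over all probes or adjusted over the list alone, and 4 members had an unadjusted limma p under 0.05. Single control samples decided this value. Without control replicate 2 the camera p was 0.0124, without control replicate 3 it was 0.0222, and without control replicate 4 the median log2 change was 0.015.

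Among the 5 genes that the study followed up, mnd and ec decreased beyond the replicate error. The mnd transcript (chromosome 3L, 14984502 to 14984561, dm3) fell from 10.07 ± 0.15 to 8.73 ± 0.08 (SD, n = 4 each), or by 1.34 on the log2 scale, with an adjusted p of 0.000679 (limma), and its second probe fell by 1.42. The ec transcript (X, 3751566 to 3751625) fell by at least 1.14 with an adjusted p of 0.00148, and it was well above background on all control arrays but on 1 of the 4 over-expressing arrays. SoxN (2L, 8829603 to 8829662) decreased by 0.49 with an adjusted p of 0.154, while its dimmer probe was higher by 0.27. Its change was therefore not resolved on these arrays. The study has other evidence, since it measured SoxN, mnd and ec by qRT-PCR in brains of these genotypes at ZT0 and reported differences from controls. From reporter assays in cells, in which mutated sites restored the signal, it proposes that SoxN and mnd may be direct targets. The brightest probes of scrib and Bsg were higher by 0.28 and 0.22, with adjusted p-values of 0.738 and 0.654. The other probes of Bsg mostly fell, with log2 changes of -0.61, -0.75, -0.67, -0.47 and -0.033 against 0.32 at the dimmest. The decrease by 0.75 passed the threshold with an adjusted p of 0.0418 (limma). In scrib the other probes were divided, with -0.65 and -0.57 against 0.32, 0.077 and 0.44, and none passed.

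The 78 putative miR-210 targets listed by the study had a median log2 change of -0.24, and 49 were lower. Of these genes, 15 passed the threshold over all probes and 37 when adjusted over the list alone. Both counts depended on single arrays. Without control replicate 4 they were 7 and 25, without over-expressing replicate 1 they were 7 and 32, and without control replicate 3 they were 10 and 21. Since the study chose the list on these samples, its median and both counts are not independent evidence. With the probe that the study lists in place of the brightest one, the median was -0.38, 60 genes were lower, and 22 passed over all probes and 66 adjusted over the list alone. Of the 17 circadian genes that the study lists as changed at ZT0, 3 passed the threshold over all probes (to, cry and 5-HT1A, of which only cry was lower) and 7 passed when adjusted over the list alone, which again is not independent evidence. With the listed probes 5 passed over all probes and 15 passed adjusted over the list alone.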

Values the study reported

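In brains at ZT0 the study reported 2,376 differentially expressed genes, with 941 higher and 1,435 lower, by SAM at a false discovery rate of 7.0%. It named 78 of these as putative miR-210 targets, and about 23,700 transcripts had passed its filter.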

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

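In groups of 4 samples, a sample was singled out when its gap to the nearest other sample took more of the range of the group than Dixon's 95% critical value allows. Chance gives about 1 such sample in 20 groups, and 8 were found in 78 groups (10.3%). The tests of carried-over tissue reported here were chosen after the result was seen, and the test of the dim arrays was not.

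Control replicate 2 had a 75th percentile signal of 275.3 intensity units, against 474.5 to 502.8 in the other controls. It and over-expressing replicate 3 also received the lowest array weights, 0.34 and 0.24. If low brightness alone shaped their values, both arrays would deviate from their group means in the same probes. The correlation of their deviations was 0.0278, which argues against brightness alone. On the second principal component both arrays lay low, at -68.54 and -27.63, but they lay at opposite ends of the first. Shared and opposed parts can cancel in 1 correlation, so a part played by brightness stays open. Sample quality was not tested. The count of changed probes was 758 without control replicate 2 and 852 without over-expressing replicate 3, each left out alone, and 1743 when array weights reduced the part of both.

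Over-expressing replicate 3 was apart for jhamt, at a log2 signal of 5.54 against 6.25 to 6.34, and for scrib, at 9.37 against 9.90 to 9.97. Both genes kept the outcome of the test without it. Control replicate 1 was apart for tim, at 8.78 against 8.99 to 9.03, and for Bsg, at 10.15 against 10.41 to 10.45. Over-expressing replicate 1 was apart for CG14764, at 2.06 against 1.73 to 1.74. These values lie below the signal at which a probe is well above background, so the gap has no meaning as a level. No biological explanation was tested for these samples.

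The antimicrobial peptide genes, as the median deviation from each gene's mean, stood at 0.94 in control replicate 1 and between -1.76 and -1.34 in the other controls. The same sample had the highest fat body markers of the controls, with a median deviation of 0.783, and the highest muscle markers. Tissue carried over at dissection may therefore play a part. Control replicate 4 had fat body markers at 0.51 with peptides at -1.76, so that tissue and an immune response cannot be told apart in this single sample. The fat body markers of over-expressing replicate 2 stood at -0.93, against 0.03 to 0.21 in the others of its group. No explanation was tested for that value.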

How the results depend on the processing

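The count of 870 changed probes stayed within 1.5 times under 11 of 21 alternatives. It was 1743 with array weights, 2032 with SAM, 509 with a change of at least 1 on the log2 scale required, and 485 genes with one value per gene, for which fewer items were tested. Leaving out 1 array gave 458 (without over-expressing replicate 1) to 852 (without over-expressing replicate 3). The counts without control replicates 3 and 4 were 484 and 497, and without over-expressing replicates 2 and 4 they were 528 and 548. Each of these fits has fewer samples. The authors' processed values gave 751 probes. They held a value for 830 of the 870, of which 690 were called again and 5 changed direction. No scaling alternative moved the share of lower probes by over 10 percentage points. It was 48.7%, and 56.7% after scaling to the 75th percentile.

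The replicate numbers did not pair the samples. The correlations of same-numbered deviations from the group means were 0.012, 0.12, -0.064 and 0.092. With a replicate block 304 probes passed, 289 of them among the 870, white had an adjusted p of 0.167, cry was not called (adjusted p of 0.0907, against 0.00337 to 0.0907 over all its alternatives), and 1 of the circadian genes listed by the study passed in place of 3. A block for slide or scan date was not run because there was 1 slide and 1 scan.

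The increase of white was kept in direction in all 16 alternatives and lost its call in 14. Its log2 change was 1.28 after 75th percentile scaling, 0.34 with normexp correction, 1.39 with no filter and with the replicate block, 1.37 with missing values for dim spots and 1.36 in the authors' values. It ranged from 1.15 to 1.56 with 1 array left out. The adjusted p ranged from 0.0172 to 0.167, and the cause was not tested. The filter for probes well above background left no value of white.

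The core clock list kept its direction in all 20 alternatives, from -0.10 to -0.028, and passed the threshold only with fry (median of -0.067, as given in the report). The phototransduction list kept its median below 0 except without control replicate 4. With 1 array left out the median ranged from -0.36 to 0.015, and the camera test passed the threshold without control replicates 2 and 3. The median of the putative targets listed by the study was -0.15 with normexp correction and -0.38 with the probes that the study lists, and it ranged from -0.26 to -0.18 with 1 array left out. The number of these genes past the threshold over all probes, 15, was 7 to 14 with 1 array left out, 3 with the replicate block, 25 with array weights and 22 with the listed probes. Adjusted over the list alone the number, 37, was 21 to 36 with 1 array left out, 16 with the replicate block, 46 with array weights and 66 with the listed probes. The number of circadian genes listed by the study past the threshold was 6 with array weights and 5 with the listed probes, and 2 to 3 with 1 array left out. Adjusted over the list alone it fell from 7 to 4 without over-expressing replicate 4. The causes of these shifts were not tested. The comparison by miR-210 sites in 3′ untranslated regions, with its alternatives, was not run.

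Of 389 alternative values of the other 23 named genes, 378 kept the direction and the side of the threshold. The 5 that reversed were tim with normexp correction (0.092), with array weights (0.013) and without over-expressing replicate 3 (0.069), Pdp1 without control replicate 2 (0.12), and scrib without control replicate 2 (-0.095). With 1 array left out, tim ranged from -0.097 to 0.069, Pdp1 from -0.26 to 0.12 and scrib from -0.095 to 0.46. None of these passed the threshold. Pdf was called in 4 alternatives, and ec was not called with normexp correction (adjusted p of 0.0745, and as low as 0.000274 in the others). Normexp correction, which compresses dim signals, gave a change of 4.51 in place of 8.56 for Cyp6a17. Signal over background limits the size of all changes in which 1 genotype was not well above it.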

Other observations

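Tests on the X chromosome of another stock, on probes with an on or off pattern, on fat body and retina, on the CGCACAA word and on chance were chosen only after the result was seen, as was the test of spike-in controls for the strongest changes. The chromosome 2, general spike-in, X dosage and ACGCACA word tests were not.

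The count of changed probes from limma was 870. That is lower than the number of genes quoted from the study above. With SAM, the number of probes lower was 904. That is lower than the value quoted from the study above. The number of probes higher was 1128. That is above the value quoted from the study. The balance of directions depended on the setting, since limma gave more lower than higher probes with the authors' processed values (415 against 336), after 75th percentile scaling (446 against 341) and with normexp correction (320 against 286). Of the 35 ways to split the arrays into 4 and 4, 1 gave as many changed probes as the genotypes, namely the genotypes themselves, which argues against chance as the source of the count, although 35 splits cannot give a share below 2.86%.

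The controls lay in row 1 of the slide and the over-expressing samples in row 2. The 10 spike-in controls, which are meant to be added equally to each labelling, differed between the rows by a median of 0.163 on the log2 scale after centring and by at most 0.580. That argues against the row of the slide as a source of the changes of at least 2. The lower quartile of the sizes of the changed probes, 0.82, also lay above every spike-in, but by a smaller margin. Several spike-ins were near the floor and the others are too few to bound a row effect of that size, so for changes under 2 row and genotype cannot be told apart.

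The changed genes were spread unevenly over the chromosomes. The X held 16.5% of the tested genes but 23.9% of the 519 changed genes with a position (Fisher's exact test, two-sided, p = 8.874e-06; adjusted p = 3.55e-05 over 4 chromosomes), and 33.3% of the 66 genes changed by at least 2 on the log2 scale (p = 0.00069, Fisher). In the 17 alternatives in which the X share of the changed genes was recomputed, it lay between 22.5% and 26.5%. Chromosome 3 held fewer changed genes than its share, 35.5% against 44.4% (Fisher's exact test, adjusted p = 4.992e-05). The genotypes as written place the transgenes on chromosome 2, which held 40.3% of changed and 38.4% of tested genes (Fisher's exact test, p = 0.380). An excess there was not found. It held 37.9% of the strongest, which are too few to decide. For single genes of chromosome 2, such as Cyp6a17 and CG14764, a difference between the stocks therefore stays open. Changed genes also lay next to each other along a chromosome arm more often than after shuffling, with 47 neighbouring pairs against a median of 28 in 10000 shuffles (permutation p = 3e-04, one-sided). The methods of the study describe male flies for the RNA samples. A difference in sex ratio or X dosage would also shift the X as a whole. The median change of X genes exceeded that of autosomal genes by only 0.0122, of the X genes that changed at their brightest probe 49 were higher and 54 lower, and the 2 roX transcripts of male dosage compensation did not change (median log2 change of -0.072). A candidate explanation is that the X chromosomes of the genotypes came from different stocks. Probes that were well above background in every sample of 1 genotype and in none of the other lay on the X in 30.9% of cases, against 18.0% of the probes that could have met this (Fisher's exact test, two-sided, p = 0.0205). These probes were drawn from the changed ones, and their share did not exceed the 33.3% above, so the excess restates that of the changed genes and decides nothing about its source. Genes are not independent replicates in these tests. A strain difference and an effect of the over-expression on X genes both stay open.

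A strain variant under a probe would silence 1 probe and spare the rest of the gene. There were 60 probes with such an on or off pattern, and 7 had another probe of the same gene well above background on all arrays. In 6 of the 7 no other probe was changed in the same direction, as in CG9641. Other transcript forms would give the same picture, and no test separated the 2.

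A miR-210 effect on targets was examined in the probe sequences themselves. The 98 tested probes that hold ACGCACA, the complement of the miR-210 seed, had a mean log2 change of -0.037 and a median of 0.012. Of these probes 4 were changed, all lower. The bases of this word can be put in 138 other orders that are no such site. Of these orders 17 had a mean as low and 82 a median as low, so these probes did not stand apart. The other 7-base form of a site, CGCACAA, pairs with a shorter part of the seed and has an A opposite the first base of the microRNA. The 95 tested probes that hold it, of which 32 hold both words, had a mean log2 change of -0.15 and a median of -0.11, with 7 changed lower and 0 higher. None of the 138 other orders had a mean as low (0 orders), nor a median as low. In 8 of 9 recomputations, with each array left out and after scaling to the 75th percentile, the other orders again had none as low, and without over-expressing replicate 1 there was 1. This word was examined after its value, the lowest mean of all orders of these bases, was seen, so its rank is not a test. The planned word, ACGCACA, did not stand apart. A seed match of miR-210 acting on some transcripts is therefore only a hypothesis. The shift is small, and a probe covers a small part of a transcript.

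The increase of to was weighed against fat body carried over at dissection, since takeout is a fat body marker. The other 10 fat body markers had a median change of -0.666, 8 of them lower. With to included the list had a median of -0.653 (camera, p = 0.106; exact permutation test of the array medians, p = 0.486), so that no shift was found by either test. Fat body genes that the list lacked rose, namely Lsp1beta by 4.52 and Lsp1alpha by at least 1.83 on the log2 scale (limma adjusted p of 0.00674 and 0.000385), which were named after their values were seen. A marker of the list, Tsf1, fell by 0.679 (limma adjusted p of 0.0107), and 2 of its other probes passed the threshold with larger decreases. As fat body genes moved both ways, carried-over fat body and a change in to cannot be told apart. The antimicrobial peptide genes were all higher, 10 of 10, with a median log2 change of 2.15 (camera, p = 5.393e-06; fry, p = 0.0259; camera with an estimated correlation, p = 0.113), but none passed the threshold over all probes (limma). Without adjustment 6 of them had a p under 0.05, and 4 passed when adjusted over the list alone. By the median of each array the exact permutation p was 0.0857, since control replicate 1 was as high as the over-expressing samples. For the same reason the fat body markers leave carried-over fat body open here too, and an immune response in some of the pooled flies may account for it but was not tested.

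The rhodopsins ninaE, Rh3, Rh4, Rh5 and Rh6 had a median change of -1.29, without passing the threshold. Their mean signal was highest in control replicates 4 (10.69) and 1 (9.08), while control replicates 2 (7.97) and 3 (7.77) lay within the range of the over-expressing samples, 7.39 to 8.02. The other 18 phototransduction genes had a median change of -0.034, yet across arrays within groups they followed the rhodopsins with a median correlation of 0.556. Uneven carry-over of retina is a candidate explanation that cannot be told apart from a change in the rhodopsins, because several of those genes are also expressed in the brain.

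The remaining lists were examined for completeness, each also by an exact two-sided permutation test of the list medians of the arrays. Muscle markers (median log2 change of -0.17; camera, p = 0.626; exact p = 0.971), blood cell markers (0.44; camera, p = 0.374; exact p = 0.514) and male dosage genes (camera, p = 0.517; exact p = 0.257) did not shift. Pigment cell markers were higher by camera but not by the exact test (0.74; camera, adjusted p = 0.0125; exact p = 0.114), and white is 1 of these 5 genes. The photoreception genes listed by the study, chosen on these samples, were lower (-0.28; camera, adjusted p = 0.012; exact p = 0.0286), with a camera p of 0.05085 under an estimated correlation. The 5 followed-up genes, 3 lower and 2 higher, were lower as a list (-0.49; camera, adjusted p = 0.012; exact p = 0.0286), with a camera p of 0.0235 under an estimated correlation. All 5 are also among the photoreception genes, so these lists do not give separate results. The circadian genes listed by the study had a median of 0.0078 and a mean of 0.26 (camera, p = 0.930; exact p = 0.8286). The putative targets were lower (camera, adjusted p = 0.00485; exact p = 0.0286), with a camera p of 0.0693 under an estimated correlation. Each list taken from the study was chosen on these samples, so its tests here are not independent evidence of a shift. The smallest p that 4 samples against 4 can give is 0.0286.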
